# Polyadenylated Telomeric Noncoding RNA Functions as a Pivotal Therapeutic Target of Anti-Ageing to Stabilize Telomere Length of Chromosomes *Via* Collaborating With Zscan4c

**DOI:** 10.3389/fphar.2021.822779

**Published:** 2022-02-09

**Authors:** Xiaojuan Xu, Zhengju Chen, Wei Wu, Xiaohe Tian

**Keywords:** telomeric noncoding RNA, polyadenylation, telomere length, Zscan4c, anti-aging

## Abstract

Telomeres are closely associated with the development of cell aging. Shortening or erosion of telomeres will cause cell mortality, suggesting that the maintenance of telomere integrity facilitates cell anti-senescence. However, the mechanism of how to keep the telomere length remains fragmentary. Here, we found that polyadenylated telomeric noncoding RNA (TERRA) can promote the self-renewal when overexpressed in mouse embryonic stem cells (mESCs), implying that TERRA with polyadenylation is critical for mESC maintenance. Further studies revealed that TERRA with a polyadenylated tail plays an important role in the sustenance of telomere length. High-throughput sequencing and quantitative real-time PCR show that zinc finger and SCAN domain containing 4C (Zscan4c) may be a potential target of TERRA. Zscan4c is negatively regulated by TERRA and collaborates with TERRA to stabilize the telomere length of chromosomes in mESCs. Our study not only identifies TERRA as a potential novel factor of telomere length regulation and uncovers the new molecular mechanism of cell anti-aging, but also indicates that Zscan4c could be a key therapeutic target candidate for therapy in dysfunctional chromosome diseases. These data will expand our understanding of the cell fate regulatory network and will be beneficial to drug discovery and theragnostics for antiaging and anticancer therapy in the future.

## Introduction

Aging, a progressive physiological degeneration, is a risk factor for many age-related diseases, even cancer (Lopez-Otin et al., 2013). Slowing the underlying process of aging and leading to an increase in a healthy lifespan is a paramount issue of biology. Studies on anti-aging therapies are usually performed at the molecular, cellular, and organismal level.

Accumulating evidence indicates that preventing cellular senescence strongly contributes to organismal anti-aging and anti-cancer (Chen et al., 2020; Khosla et al., 2020). It should be noted that a prominent phenomenon underlying the senescence process at the molecular level is the shortening of telomeres inside the cell nucleus (Chakravarti et al., 2021). Telomeres are specialized structures containing tandem short G-rich repeats at the ends of linear chromosomes that ensure chromosomes stabilization. They have an inherent ability to prevent end-to-end fusions and inappropriate DNA damage response. However, due to the end replication problem, telomere length decreases gradually in dividing cells, until it becomes too short for the cell to divide, resulting in cellular senescence (Blackburn, 2000). Current studies report that telomere length may be associated with several chronic conditions, such as dyslipidemia, atherosclerosis, and hypertension (Bhupatiraju et al., 2012; Dei Cas et al., 2013; Kark et al., 2013). Shortening of telomere length also appears in many different cancer cells, including colorectal, ovarian, and breast (Martinez-Delgado et al., 2011; Martinez-Delgado et al., 2012; Riegert-Johnson et al., 2012). All diseases are considered related to cell senescence. It is implied that telomere length is a critical cellular hallmark of biological aging. Telomere length is likely altered by a variety of factors; however, the mechanism by which telomere length is regulated remains fragmentary.

Telomeres of mammals are considered to be transcribed, giving rise to a special long noncoding RNA (lncRNA) that contains UUAGGG-repeats, known as telomeric repeat-containing RNA (TERRA) (Azzalin et al., 2007). TERRA molecules are noticeably located at the chromosome ends in nuclear fractions, which indicates that TERRA may play an important role in telomere maintenance and genome stability (Bettin et al., 2019). Further studies demonstrate that TERRA interacts with shelterin components and that downregulation of TERRA expression results in the activation of DNA damage responses at telomeres that make chromosome abnormalities in cancer cells (Silanes et al., 2010; Arora et al., 2012; Porro et al., 2014). Similar phenomena are observed in mouse embryonic fibroblasts (MEF) when TERRA is partially depleted (Silanes et al., 2014). Worthy of note, TERRA transcripts are highly expressed in mouse embryonic stem cells (mESCs) which contain much longer telomere length than human cells (Marion et al., 2009; Xu et al., 2018). Further, a decrease in TERRA also brings about dysregulation of several genes in mESCs (Chu et al., 2017). These data imply that TERRA may be involved in the regulation of telomere length in mESCs.

Notably, TERRA transcripts resolve as highly heterogeneous, while parts of TERRA molecules are polyadenylated at their 3′-ends (Azzalin et al., 2007; Schoeftner and Blasco, 2009). Polyadenylated TERRA exhibits a much longer half-life than nonpolyadenylated TERRA (Schoeftner and Blasco, 2008; Porro et al., 2010). However, the specific function of TERRA in telomere length regulation in mESCs and whether it is related to TERRA polyadenylation have not yet been addressed. Here, we reveal that polyadenylated TERRA positively regulates telomere length to maintain mESC stemness. Moreover, the expression of zinc finger and SCAN domain containing 4c (Zcan4c) is suppressed by TERRA and may mediate the telomere length regulation effect of TERRA.

## Materials and Methods

### Cell Culture

46C mESCs, kindly provided by Shoudong Ye (Anhui University, China), were maintained under 5% CO_2_ at 37°C on 0.1% gelatin-coated plates. LIF/serum medium was used as basal medium for mESC maintenance. LIF/serum medium consisted of DMEM (HyClone) combined with 10% FBS (HyClone), 1 × nonessential amino acids (Gibco), 1 × sodium pyruvate (Gibco), 2 mM Glutamax (Gibco), 0.1 mM β-mercaptoethanol (Gibco), and 100 U/ml LIF (Millipore). N2B27 medium supplemented with 1 μM PD0325901 (PD03, Sigma) and 3 μM CHIR99021 (CHIR, Sigma) was used as a serum-free culture condition. N2B27 medium: one volume DMEM/F12 (HyClone) and one volume Neurobasal medium mixed (Life Technology), supplemented with 0.5 × N_2_ (Life Technology), 1 × B27 (Life Technology), 1 × nonessential amino acids (Gibco), 2 mM Glutamax (Gibco), and 0.1 mM β-mercaptoethanol (GIBCO).

### Construction of Recombinant Plasmid

For stable recombinant expression of nonpolyadenylated and polyadenylated TERRA, we cloned telomeric DNA fragments containing 50 repeats into pLKO.1 or PiggyBac (PB) plasmids and introduced them into 46C mESCs. For knockdown of the target gene in mESCs, the short hairpin RNA (shRNA) plasmids were generated to target specific regions of TERRA and Zscan4c. The specific sequences for TERRA and Zscan4c used in this study are listed in Table 1.

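The Zscan4c shRNA of Table 1 targets the sequence CAGAAGCCTGGCATTCCCT. It was compared with every transcript of the GENCODE M21 annotation of the mouse genome GRCm38, on both strands and with no mismatch allowed. It matched 3 genes, all on chromosome 7. In Zscan4c it lies on the + strand from 11010355 to 11010373, in exon 4 and in the 3′ untranslated region. The same 19 bases occur in exon 4 of Zscan4-ps2 from 11518918 to 11518936, and in exon 4 of Zscan4-ps3 from 11613919 to 11613937. The annotation lists both of these genes as protein-coding. The target was not found in the annotated transcripts of Zscan4a, Zscan4b, Zscan4d, Zscan4e, Zscan4f or Zscan4-ps1. How far the shRNA lowers each transcript is not analysed here.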

**TABLE 1:** List of shRNA specific sequences used for target gene knockdown.

Transcript	shRNA Sequence (5’–3’)
TERRA-sh#1	AGGGTTAGGGTTAGGGTTAGG
TERRA-sh#2	GGGTTAGGGTTAGGGTTAGGG
shZscan4c	CAGAAGCCTGGCATTCCCT

### Alkaline Phosphatase Activity Assay

46C mESCs cultured on 0.1% gelatin-coated plates were washed with PBS 2–3 times and fixed in 4% paraformaldehyde. Then the Alkaline Phosphatase Kit (Sigma) was used to detect alkaline phosphatase (AP) activity.

### Quantitative Real-Time PCR

Total RNA isolated from cells by the TransZol Up Plus RNA Kit (Transgene Biotech, China) was reverse transcribed using a specific primer (CCCTAA)_6_ to obtain total TERRA cDNA by the Reverse Transcription Kit (Transgene Biotech) according to the manufacturer’s instructions. The detection of total TERRA levels and the average telomere length ratio was performed as previously described (Sampl et al., 2012). qPCR analysis was performed using the TransStart Top SYBR Green qPCR SuperMix (Transgene Biotech) in a Pikoreal Real-Time PCR machine (Thermo Fisher). The expression level of the target gene was normalized to internal control Rpl19 expression. 

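The Zscan4 primers were matched without mismatches to the annotated mouse transcripts of GRCm38. The general Zscan4 pair, GAGATTCATGGAGAGTCTGACTGATGAGTG and GCTGTTGTTTCAAAAGCTTGATGACTTC, matched all 9 Zscan4 genes of the annotation. In Zscan4c these primers lie in exon 2 from 11006882 to 11006911 and in exon 3 from 11008824 to 11008851 of chromosome 7. The Zscan4c forward primer CCGGAGAAAGCAGTGAGGTGGA matched only Zscan4c, in exon 1 from 11005792 to 11005813. The reverse primer of that pair, CGAAAATGCTAACAGTTGAT, also matched Zscan4a, Zscan4f and Zscan4-ps2. The Zscan4d forward primer GTCCTGACAGAGGCCTGCC matched Zscan4d, from 11161555 to 11161573 in exon 4, and Zscan4a, from 10794423 to 10794441. Its reverse primer GAGATGTCTGAAGAGGCAAT matched 5 genes, among them Zscan4a and Zscan4d. Both Zscan4d primers thus have exact matches in Zscan4a, which the annotation lists as an unprocessed pseudogene. The product that each pair amplified in mESCs is not analysed here.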

The primers used are listed in Table 2.

**TABLE 2:** List of primers used for qRT-PCR.

Transcript	Forward sequence (5’–3’)	Reverse sequence(5’3’)
Zscan4	GAGATTCATGGAGAGTCTGACTGATGAGTG	GCTGTTGTTTCAAAAGCTTGATGACTTC
Zscan4c	CCGGAGAAAGCAGTGAGGTGGA	CGAAAATGCTAACAGTTGAT
Zscan4d	GTCCTGACAGAGGCCTGCC	GAGATGTCTGAAGAGGCAAT
Total	_-_	_-_
TERRA	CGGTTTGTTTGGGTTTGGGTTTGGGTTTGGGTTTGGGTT	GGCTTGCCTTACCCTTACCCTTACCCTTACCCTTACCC
TL	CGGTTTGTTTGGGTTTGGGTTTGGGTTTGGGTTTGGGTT	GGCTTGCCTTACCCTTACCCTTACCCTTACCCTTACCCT
36B4	ACTGGTCTAGGACCCGAGAAG	TCAATGGTGCCTCTGGAGATT
Rpl19	TGAAATCGCCAATGCCAACT	TCCCTATGCCCATATGCCTG

### Quantification of Telomerase Activity

Quantification of telomerase activity (TA) in 46C mESCs was performed with a mouse telomerase ELISA kit (Shanghai Jining, China) according to the instructions. A standard curve was made by measuring the optical density of known concentrations of standard telomerase samples from 0 to 35 IU/L. Then, the telomerase activity of mESCs was analyzed against the standard curve.

### Accession Number

Data and details for the RNA-seq in this study are available in the Gene Expression Omnibus under accession number GSE103933.

### Statistical Analysis

All data are reported as means ± SD. Student’s t-test was used to determine the significance of differences in comparisons. Values of *p* < 0.05 were considered as statistically significant.

## Results

### Establishment of Exogenous Telomeric Noncoding RNA Expressing Mouse Embryonic Stem Cells

To understand the possible function of TERRA in mESC, we overexpressed TERRA with and without polyadenylation in 46C mESCs, respectively. After infection of cells with recombinant TERRA constructs, specific primers for pLKO.1-TERRA and PB-TERRA vectors were used to identify exogenous TERRA expression in 46C mESCs, which indicated that recombinant TERRA was expressed (Figures 1A,B). For mESC stemness can be maintained under serum/LIF medium or serum-free medium N2B27/2i conditions [2i contains the two small molecule inhibitors CHIR99021 (CHIR) and PD0325901 (PD03)], the pLKO.1-TERRA and PB-TERRA cells were cultured under these conditions. As shown in Figures 1C,D, enforced TERRA cells grew robustly in N2B27/2i or serum/LIF media which implied that maintenance of 46C mESCs may not be negatively impacted by enhanced TERRA.

**FIGURE 1:**
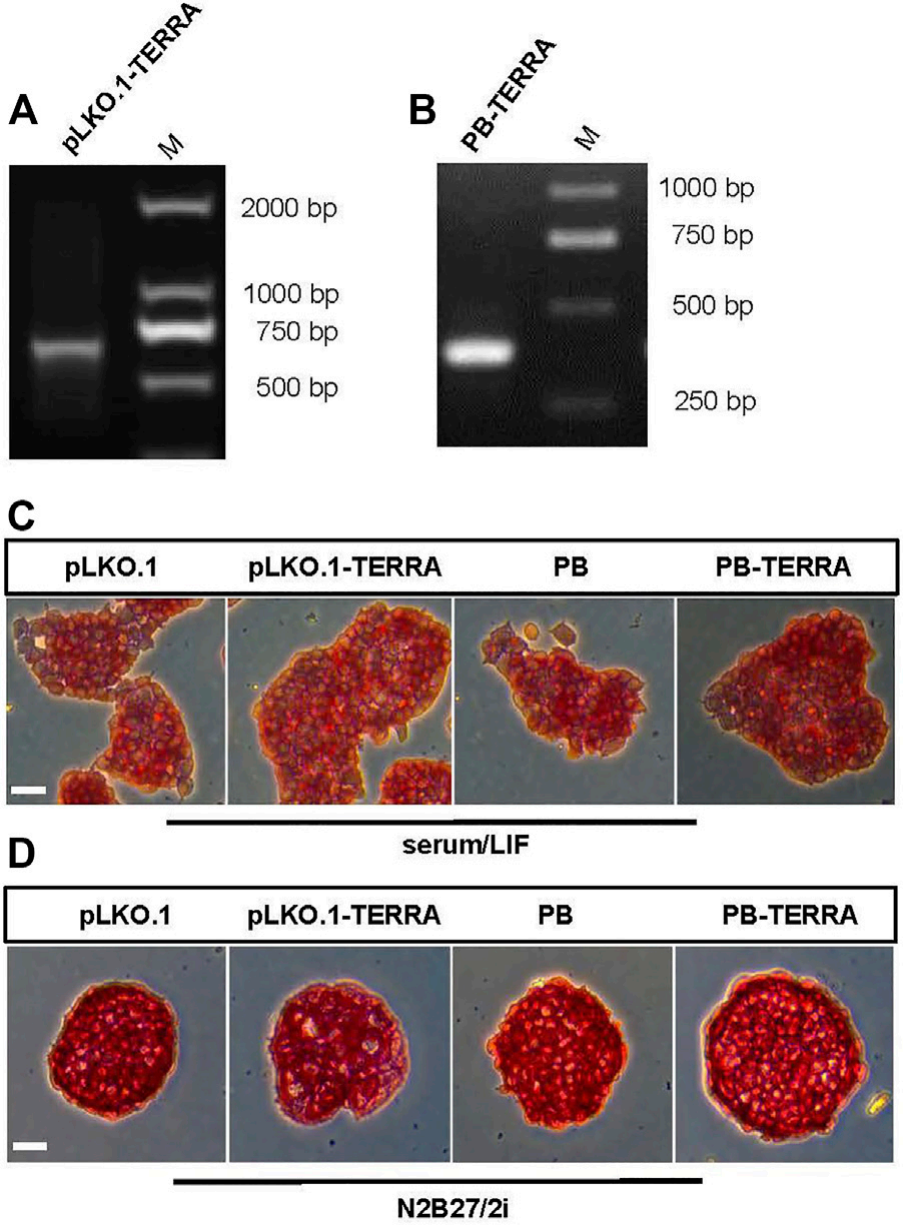
Exogenous TERRA expression in mouse embryonic stem cells (mESCs). **(A,B)** PCR identification of recombinant TERRA expression with and without polyadenylation in 46C mESCs, using primers specific for PB-TERRA and pLKO.1-TERRA plasmids. **(A)**: the fragment at 708-bp contains the 300-bp recombinant TERRA and the 408 bp plasmid fragment. **(B)**: the fragment at 466-bp contains the 300-bp recombinant TERRA and the 166 bp plasmid fragment. M, molecular marker. **(C,D)** Alkaline phosphatase (AP) staining images of mESCs overexpressing TERRA with and without polyadenylation cultured in serum with LIF or N2B27 with 2i (CHIR and PD03) media. Scale bar, 100 μm.

### Enhanced Polyadenylated Telomeric Noncoding RNA Promotes Mouse Embryonic Stem Cells Self-Renewal Without CHIR

To examine whether polyadenylated and nonpolyadenylated TERRA have the capability to reproduce the pluripotent effect of the individual factor, we withdrew LIF, PD03, or CHIR in serum/LIF and N2B27/2i media. As shown in Figures 2A–C, nearly all mESCs introduced with empty vector pLKO.1 or pLKO.1-TERRA acquired an enlarged and flattened morphology for the indicated times. TERRA without polyadenylation therefore is not sufficient to be a substitute for other factors to maintain mESCs.

**FIGURE 2:**
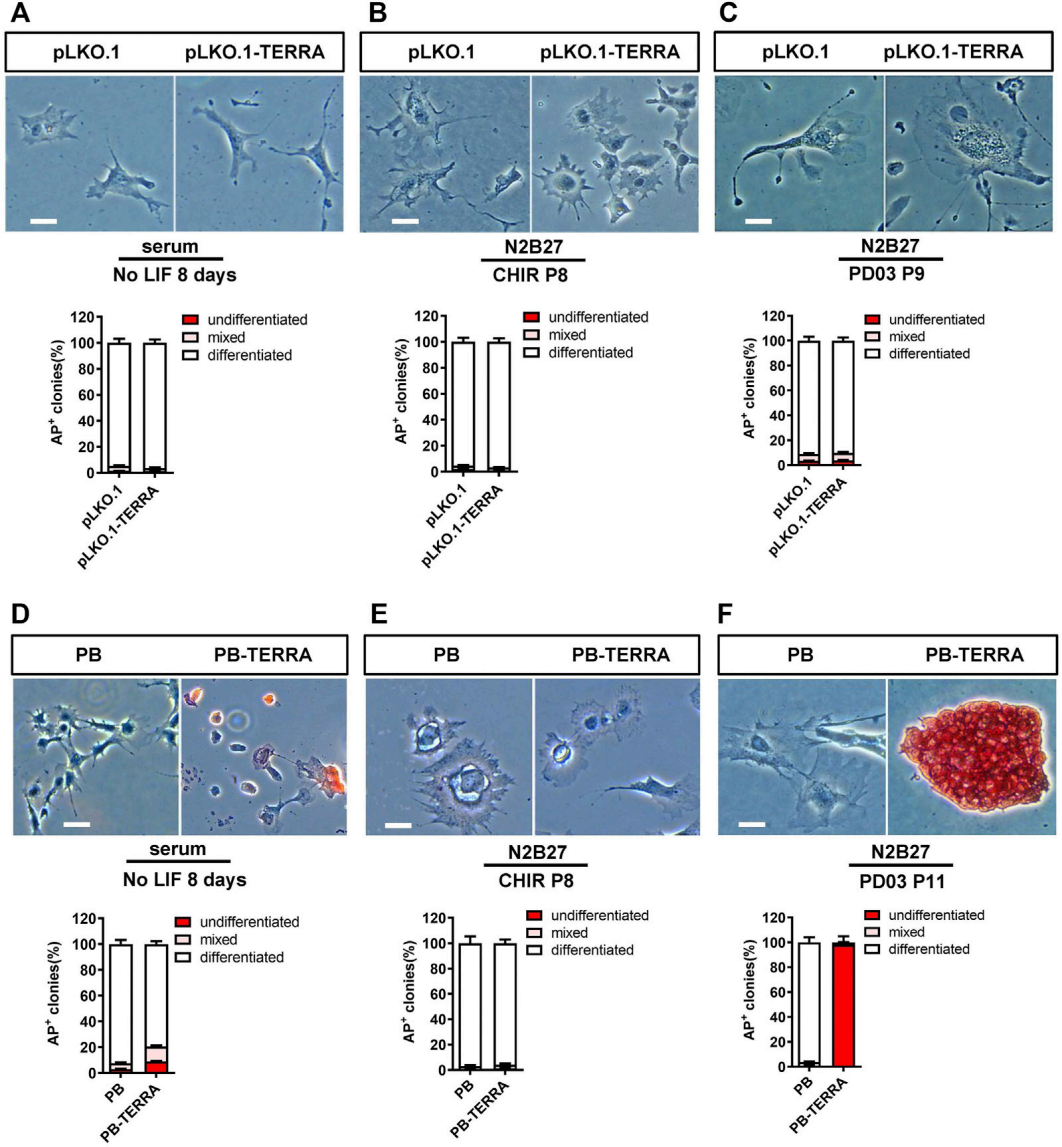
Polyadenylated TERRA maintains mESC self-renewal in the absence of CHIR. **(A–C)** AP staining images and AP-positive colonies quantification of pLKO.1 and pLKO.1-TERRA mESCs cultured in different conditions. **(A)**: mESCs cultured in serum without LIF for 8 days. **(B)**: mESCs cultured in N2B27/CHIR (without PD03) medium for 8 passages. **(C)**: mESCs cultured in N2B27/PD03 (without CHIR) medium for 9 passages. Scale bar, 100 μm. **(D–F)** AP staining images and AP-positive colonies quantification of PiggyBac (PB) and PB-TERRA mESCs cultured in different conditions. **(D)**: mESCs cultured in serum without LIF condition for 8 days. **(E)**: mESCs cultured in N2B27/CHIR (without PD03) medium for 8 passages. **(F)**: mESCs cultured in N2B27/PD03 (without CHIR) medium for 11 passages. Scale bar, 100 μm.

Similarly, most PB or PB-TERRA transgenic mESCs died or differentiated in the absence of LIF or N2B27/CHIR (without PD03) (Figures 2D,E). Nevertheless, compared with PB mESCs differentiated, PB-TERRA cells retained a typical mESC-like morphology, a robust colony formation without CHIR (N2B27/PD03) until 11 passages (Figure 2F). Accordingly, they showed high alkaline phosphatase activity, and statistical analysis suggested that more than 90% of the cells were undifferentiated. Together, these data imply that polyadenylation is necessary for TERRA to mimic CHIR to facilitate mESC self-renewal.

### Polyadenylated Telomeric Noncoding RNA Regulates Telomere Length and Telomerase Activity in Mouse Embryonic Stem Cells

Telomere length (TL) and telomerase activity (TA) are determinants of cell fate. To investigate more about the role of TERRA input is integrated in the cell fate regulatory network, telomere length and telomerase activity were determined in PB and PB-TERRA 46C mESCs. First, telomere length was analyzed by quantitative real-time PCR (qRT-PCR). As shown in Figure 3A, overexpression of TERRA with polyadenylation resulted in an approximately 15% increase in relative telomere length compared to empty vector PB mESCs in the first passage, while a similar tendency was also found in succession and TERRA had a positive effect from 20 to 30% on TL. Thus, expression of ectopic polyadenylated TERRA resulted in a general increasing trend in telomeric content. Additionally, using the ELISA standard curve (Figure 3B), relative telomerase activity was calibrated by enzyme-linked immunosorbent assay. The results show that recombinant TERRA with polyadenylation results in strong inhibition of telomerase activity (Figure 3C). Taken together, these studies demonstrate that ectopic polyadenylated TERRA promotes the clonal growth capacity of mESCs in a telomere length dependent manner.

**FIGURE 3:**
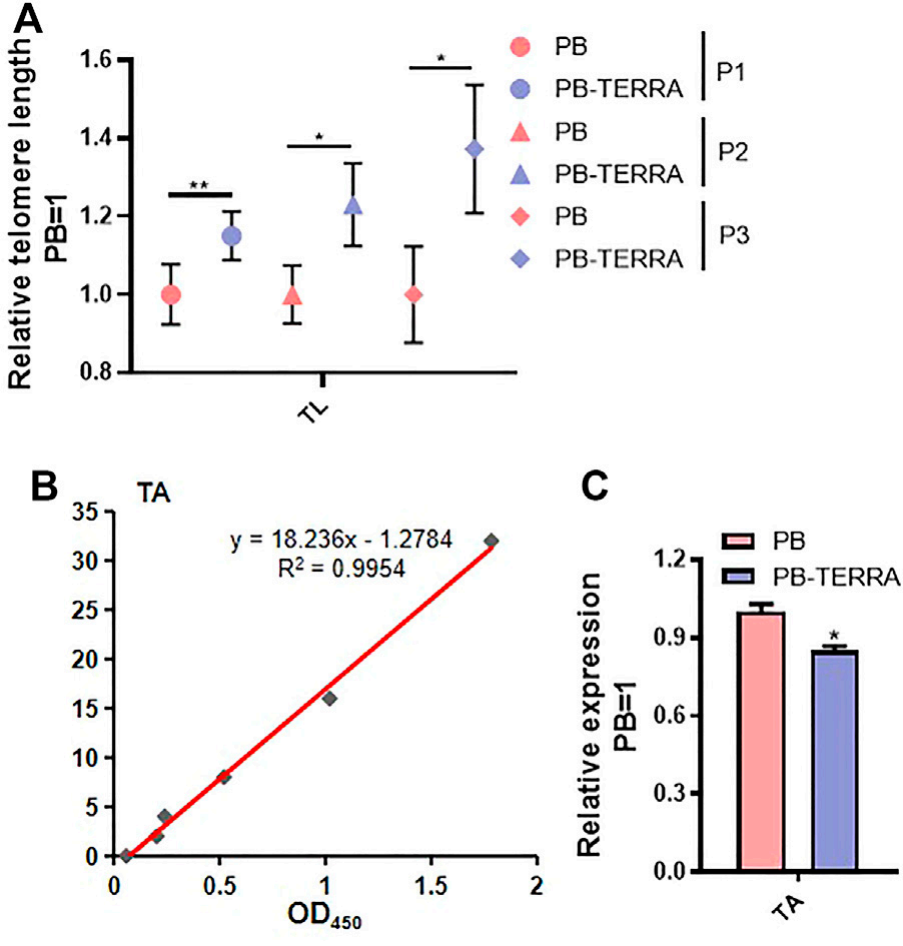
TERRA with polyadenylation increases telomere length while inhibits telomerase activity in mESCs. **(A)** Relative telomere length (TL) of PB and PB-TERRA mESCs at different passages was measured by quantitative real-time PCR (qRT-PCR). P1: mESCs cultured for 1 passage. P2: mESCs cultured for 2 passages. P3: mESCs cultured for 3 passages. Relative TL were normalized against PB control. **(B, C)** Telomerase activity (TA) was detectable in PB and PB-TERRA mESCs by ELISA. **(B)**: Linear relationship between optical density (OD) at 450 nm and standard telomerase activity using a mouse telomerase ELISA kit. **(C)**: Relative telomerase activities compared in PB and PB-TERRA mESCs. Data were normalized to PB cells. **(A, C)** Data represent means ± SD of three biological replicates. *p < 0.05, **p < 0.01 vs. PB.

To ascertain whether knockdown of TERRA impacts telomere length and telomerase activity in mESCs, lentiviruses encoding two shRNAs specific for TERRA (TERRA-sh#1 and TERRA-sh#2) were infected into 46C mESCs. TERRA transcripts dropped 55–75% following puromycin selection, as confirmed by qRT-PCR (Figure 4A). Telomere length became shorter while telomerase activity was enhanced in TERRA shRNA mESCs (Figures 4B,C), implying that TERRA downregulation impaired the telomere elongation and telomerase activity in 46C mESCs.

**FIGURE 4:**
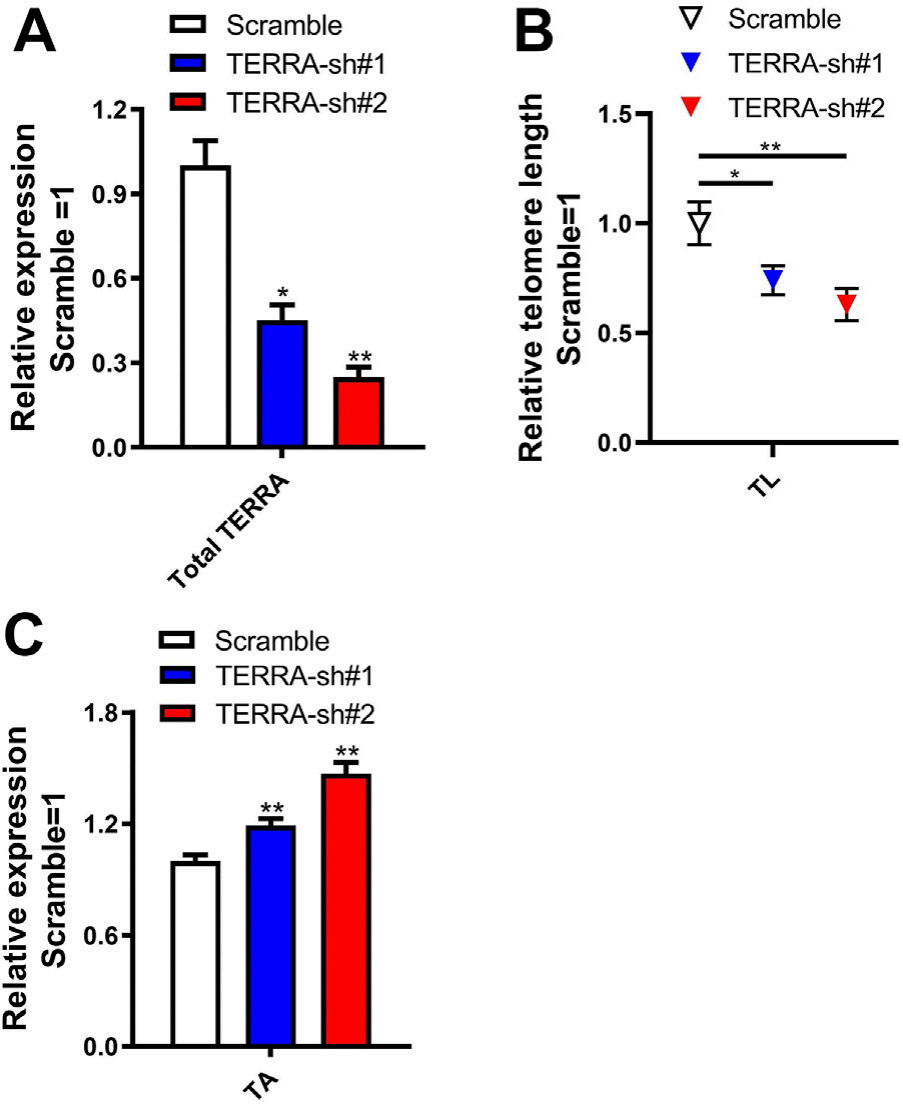
Knockdown of TERRA shortens telomere length and enhances telomerase activity in mESCs. **(A)** qRT-PCR analysis of total TERRA expression levels using the method published for measuring the relative telomeric repeat DNA content. Transcript levels were normalized against Scramble shRNA control. *p < .05, **p < .01 vs. Scramble control. **(B)** Relative telomere length (TL) of TERRA knockdown mESCs was measured by qPCR. Relative TL were normalized against Scramble control. *p < 0.05, **p < 0.01 vs. Scramble control. **(C)** Telomerase activity (TA) was detectable in PB and TERRA shRNA mESCs by ELISA. Data were normalized to PB cells. **p < 0.01 vs. PB. **(A–C)** Data represent means ± SD of three biological replicates.

### Zscan4 Genes are the Targets for Polyadenylated Telomeric Noncoding RNA in Mouse Embryonic Stem Cells

As mentioned above, telomere length was upregulated by polyadenylated TERRA in mESCs. To determine the functional targets of TERRA in telomere regulation, RNA-sequence analysis (GEO ID Number: GSE103933) was performed in PB and PB-TERRA 46C mESCs. 

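PB mESCs carry the PiggyBac vector, and PB-TERRA mESCs express polyadenylated TERRA from it. RNA of each was sequenced as 1 library per condition, so no replicate spread can be estimated and every comparison here is between 2 libraries. The authors deposited a table of 18888 genes with an expression value per library, the log2 fold change, the PossionDis p-value and an adjusted p-value. The table does not name the unit of the expression values. They are read here as FPKM (fragments scaled to gene length and to the mapped reads), which the authors rounded to 2 decimals with a floor of 0.01. At the floor were 1117 genes in PB and 997 in PB-TERRA. The paper's text does not name the aligner, the genome build or the gene annotation.
Read numbers are not in the table. The PossionDis p-value of a gene, however, depends on its reads in both libraries and on the share of all reads that each library holds. From 55 genes at the floor in PB, the share of the PB-TERRA library was 50.2%. For 14565 genes (77.1%), exactly 1 pair of whole reads matched both the deposited p-value and the FPKM. For the other genes the reads were estimated from FPKM and gene length, with 115 bases, a fitted value, taken off the length. Summed over genes, this gave 24774176 reads in PB and 24917686 in PB-TERRA. The 95% intervals of log2 ratios given with read numbers are exact binomial (Clopper-Pearson) and cover counting error only.
Changes are log2 ratios of FPKM + 0.1, PB-TERRA over PB, which understate the change of genes with low FPKM. The filter of at least 1 FPKM in 1 library or both was passed by 12263 genes. Their median log2 ratio was -0.0044 with an SD of 0.31 across genes, and 95.3% of them lay within 0.5 of 0. The log2 ratio rose with gene length. Across 8496 genes with at least 5 FPKM in both libraries, Spearman's rho was 0.25, although genes are not independent replicates. The median log2 ratio was -0.06 in the decile of the shortest genes and 0.05 in that of the longest. TERRA itself is not analysed here.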

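A log2 ratio of at least 1 in either direction, with no test, was found for 112 genes past the filter, 54 higher and 58 lower in PB-TERRA mESCs. The choice of filter moved this count most, to 512 genes with no filter and to 17 genes with a mean of at least 5 FPKM. In the authors' deposited table 61 genes are called, 31 up and 30 down, and the largest adjusted p-value among them is 0.000794. Of these, 40 are among the 112 genes, and 17 of the other 21 did not pass the filter. Of the 112 genes, 72 had fewer than 50 reads in both libraries. Gene models predicted by the authors, which have no symbol, are 40 of the 112. Such models make up 455 of the genes past the filter.
Among the 40 genes with at least 50 reads in 1 library, the largest increase was in the predicted gene BGI_novel_G000190. It had 0 reads in PB and 414 in PB-TERRA, at least 137-fold higher if PB is set to the 3 reads that a count of 0 allows. With counting error in both libraries, the exact 95% interval of the log2 ratio starts at 6.79. The predicted gene BGI_novel_G000543, annotated as ribosomal protein S2, had 0 and 71 reads, at least 23.5-fold higher on the same footing, and its interval starts at 4.22. A gene model of the same length and annotation, BGI_novel_G000542, had 185 and 71 reads. The histone H2A gene Hist1h2ap rose from 5.06 to 78.07 FPKM (log2 ratio 3.92), while Hist1h2ai dropped from 11.68 to 2.46 FPKM (log2 ratio -2.20). Over 28 genes annotated as histone H2A, the summed reads had a log2 ratio of -0.14 (95% interval -0.16 to -0.12). Nanp, which shares its annotation with 1 other gene, rose from 0.53 to 3.16 FPKM (log2 ratio 2.37). The largest decrease was in BGI_novel_G000417, from 179.11 to 0.77 FPKM, and a further predicted alpha-tubulin gene, BGI_novel_G000418, rose from 30.49 to 173.14 FPKM. The remaining 3 of the 5 largest decreases were in BGI_novel_G000224, also annotated as alpha-tubulin (log2 ratio -2.14), Gm3488 (-2.11) and Snurf (-2.10). How the authors' counting divided reads between such similar genes is not stated in the paper's text.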

The results showed that a number of genes were differentially expressed in PB-TERRA mESCs compared with PB cells by PossionDis analysis (Figures 5A,B). To screen the possible targets from the differentially expressed genes, we then performed gene ontology (GO) analyses and filtered out these involved in pluripotency. 

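The table also lists GO terms per gene. Of the genes past the filter, 7927 carry a GO biological process term, and 85 carry one with the words stem cell. Of the genes with a log2 ratio of at least 1 in either direction, 44 carry a process term and 0 carry a stem cell term. In the authors' deposited table, 30 of the called genes carry a process term, and 0 carry a stem cell term. With stem cell terms on only 85 of 7927 genes, 0 among so few genes is a likely draw and says little about the paper's screen. No process term in the table has the word pluripotency in its name (0 genes).
The term stem cell population maintenance was chosen after the data were seen. It is carried by 76 genes, 58 of them past the filter. Of these, 36 were higher and 22 lower in PB-TERRA mESCs, with a median log2 ratio of 0.06. Among 10000 random lists of the same size, matched on mean expression, this median lay at the 99.9th percentile. Without the genes that Figure 5C shows, 50 genes remained, with a median of 0.07 at the 99.8th percentile. Figure 5C shows 72 genes, of which 63 passed the filter. Only Zscan4f among these 63 had a log2 ratio of at least 1 in either direction. In the authors' deposited table, 0 of the 72 are called.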

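Figure 5C shows 31 markers of self-renewal and 36 of differentiation. In both panels the genes stand in ascending order of the log2 fold change in the authors' deposited table (30 of 30 and 35 of 35 neighbouring pairs). The paper describes a screen of the differentially expressed genes by GO terms for pluripotency. Its text does not state whether the markers of Figure 5C came from that screen, so the percentiles of their medians describe these libraries and are not independent evidence. All 31 self-renewal markers passed the filter. Of these, 24 were higher and 7 lower in the PB-TERRA library, with a median log2 ratio of 0.11. This median lay at the 100th percentile of random lists, of which the middle 95% had medians from -0.06 to 0.05. Rexo1, counted among the higher markers, is annotated as an RNA exonuclease. With Zfp42 in its place, 23 markers were higher and 8 lower, and the median was again 0.11. Cdx1 rose most, from 4.29 to 7.04 FPKM (log2 ratio 0.70), followed by Tbx3 (0.64) and Dusp9 (0.52). Pou5f1 had a log2 ratio of 0.05, Sox2 of 0.11 and Esrrb of 0.14. Nanog had 186.41 FPKM in PB and 173.37 in PB-TERRA (log2 ratio -0.10), and Fbxo15 was the lowest at -0.18. For 19 of the higher and 4 of the lower markers the interval of the reads lay on 1 side of 0, and for 8 it included 0.
Of the 36 differentiation markers 31 passed the filter, 25 of them lower and 6 higher, with a median log2 ratio of -0.12 at the 0.02 percentile. Fgf5 dropped from 2.46 to 1.57 FPKM (log2 ratio -0.62) and Nes from 27.30 to 20.93 (-0.38), while Fgf4 (0.22) and Dusp6 (0.23) rose. Gsc had the lowest log2 ratio, -0.69, from 5 and 2 reads, a difference that was not detectable at this depth. The interval lay on 1 side of 0 for 18 lower and 3 higher markers, and it included 0 for 15. With the median log2 ratio of genes of the same GC content and length taken off, a correction chosen after the data were seen, 6 of the markers changed sign. The difference has no replicate check, because each condition has 1 library.

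**Figure D1:**
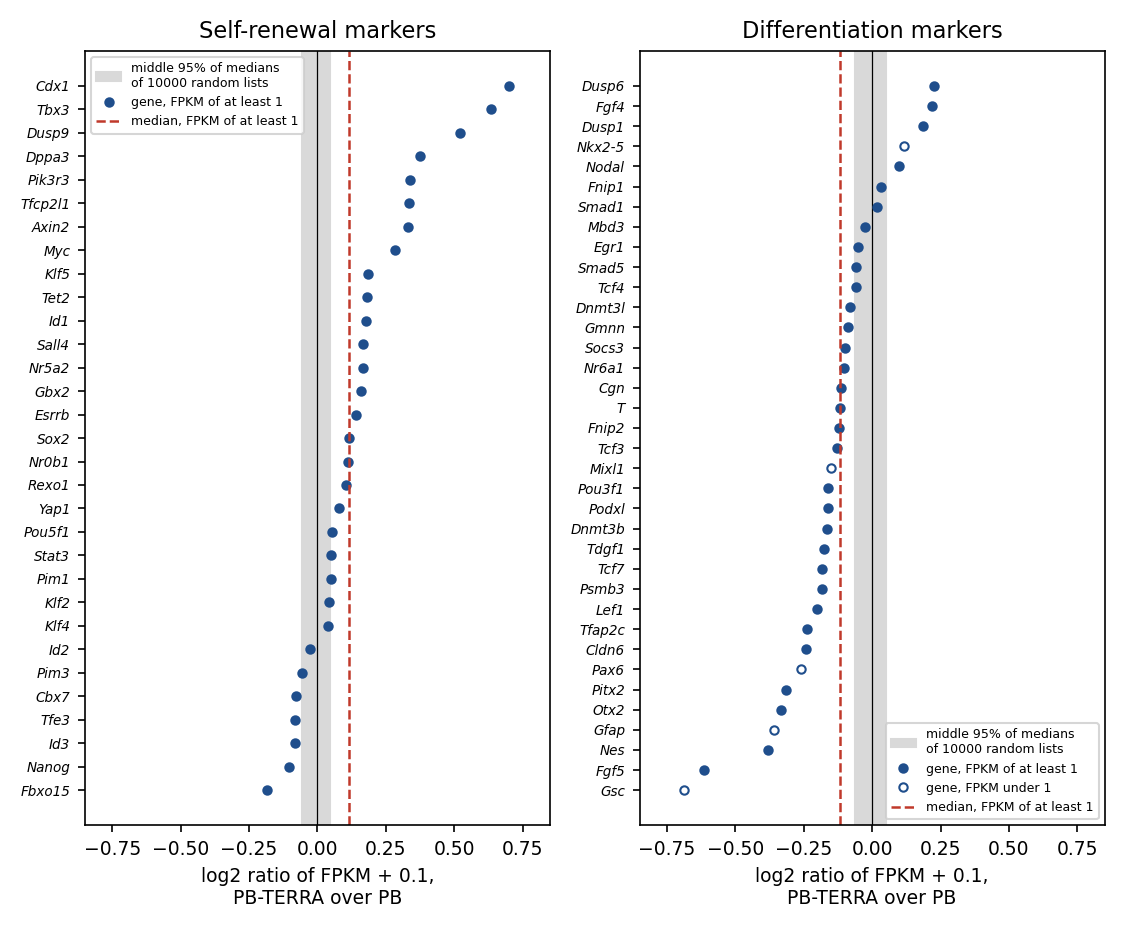
Log2 ratio of FPKM + 0.1, PB-TERRA over PB (horizontal axis), of each marker of Figure 5C (vertical axis), with 1 library per condition. Filled points passed the filter of 1 FPKM, open points did not, the dashed line is the median of the filled points and the grey band holds the middle 95% of the medians of 10000 random lists. The dashed line lies at 0.11 for the self-renewal markers and at -0.12 for the differentiation markers.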

Compared with PB mESCs, PB-TERRA mESCs displayed an upregulation of the most definitive self-renewal markers while expressed lower levels of the most differentiated markers (Figure 5C), confirming the function of polyadenylated TERRA in cell fate of mESCs. 

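The paper reads the markers of Figure 5C as further evidence for a role of polyadenylated TERRA in mESC fate, beside its experiments on self-renewal without CHIR. It searches the RNA sequencing data for targets of TERRA. The table holds 5 genes of the Zscan4 cluster, and all of them had few reads. Zscan4f, the only 1 of the 5 past the filter, had 1.42 FPKM in PB and 0.60 in PB-TERRA, a log2 ratio of -1.12. Its reads were 60 and 25 (log2 ratio of the reads -1.27, 95% interval -2.01 to -0.58). Zscan4b had 24 and 5 reads (log2 ratio of the reads -2.27, 95% interval -4.02 to -0.85). Zscan4c had 43 and 22 reads (-0.98, 95% interval -1.79 to -0.20), and its FPKM was 0.81 and 0.41. Zscan4a had 15 and 5 reads (-1.59, 95% interval -3.41 to -0.06), and Zscan4d had 20 and 9 reads (-1.16, 95% interval -2.48 to 0.04). The pseudocount moved these values most. The log2 ratio of Zscan4b was -1.63 with 0.1 FPKM added and -0.51 with 1 FPKM added.
A 2-sided exact binomial test on the reads compares the 2 libraries, not the conditions. Over the 14881 genes with at least 10 reads in 1 library, its Benjamini-Hochberg adjusted p was 0.00156 for Zscan4f, 0.00407 for Zscan4b, 0.0526 for Zscan4c, 0.134 for Zscan4a and 0.180 for Zscan4d. At most 0.05 was reached by 2 of the 5 genes over all genes tested and by 3 when adjusted over the list alone, which the study took from these samples. In the authors' deposited table, the adjusted p-value is 0.00144 for Zscan4f, 0.00331 for Zscan4b, 0.0511 for Zscan4c, 0.118 for Zscan4a and 0.167 for Zscan4d. The p-value before adjustment in the authors' deposited table is under 0.05 for all 5, from 0.000116 for Zscan4f to 0.0411 for Zscan4d.
Of the 50-base stretches of the annotated transcripts in GRCm38, 85.5% in Zscan4c, 49.6% in Zscan4d, 86.8% in Zscan4f, 90.1% in Zscan4b and 63.6% in Zscan4a also occur in another Zscan4 transcript. The single-gene values are therefore uncertain where the counting could split such reads. Summed over the 5 genes, which does not depend on a split among them, the reads were 162 in PB and 66 in PB-TERRA (log2 ratio -1.30, 95% interval -1.74 to -0.88). The sum can still depend on a split with copies that are not in the table. Zscan4b shares 85.4% of its stretches with Zscan4e, and Zscan4c shares 71.4% with Zscan4-ps2. The exact binomial p of the sum was 1.26e-10. With an assumed coefficient of variation of 0.1, 0.2 or 0.4 between cultures, it was 8.7e-06, 0.00545 or 0.139 in an exact beta-binomial test.

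**Figure D2:**
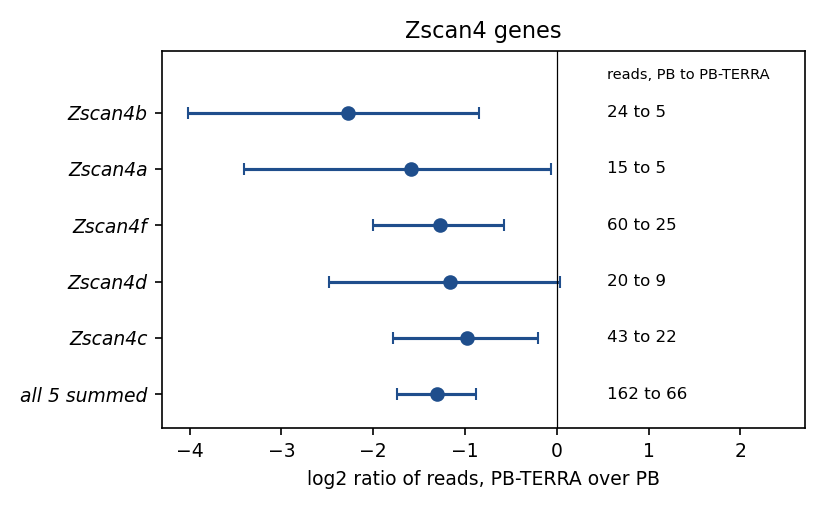
Log2 ratio of the reads, PB-TERRA over PB (horizontal axis), of the 5 Zscan4 genes in the table and of their sum (vertical axis), with the reads of each library at the right. Lines are 95% exact binomial intervals of counting error in 1 library per condition, and the interval of Zscan4d alone reaches past 0, to 0.04.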

Of note, the expression levels of Zscan4a-Zscan4d and Zscan4f were significantly decreased in PB-TERRA mESCs (Figure 5C). Previous reports revealed that these targets are members of the zinc finger and SCAN domain containing 4 (Zscan4) gene clusters which correlates with genomic stability (Falco et al., 2007). qRT-PCR analysis was used to validate the effect of TERRA on Zscan4 (Figure 5D). Further, we examined whether TERRA knockdown has an effect on Zscan4 expression. As expected, the transcripts of Zscan4 increased in TERRA shRNA mESCs whereas the Scramble control shRNA did not affect equivalent cells at the transcription level (Figure 5E). These results support the idea that the Zscan4 expression level is negatively regulated by polyadenylated TERRA and that it is a potential target for TERRA.

**FIGURE 5:**
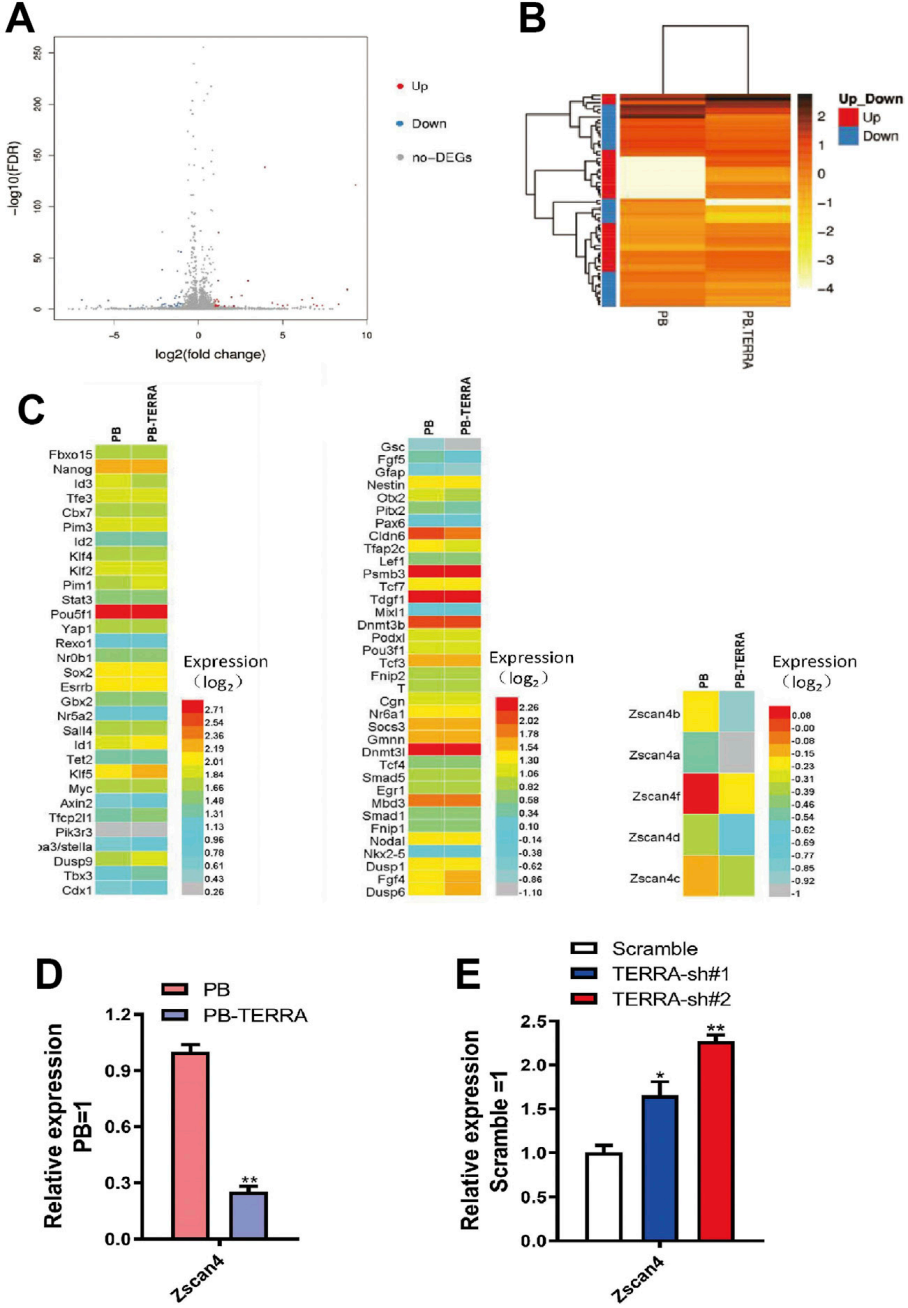
TERRA with polyadenylation upregulates pluripotency genes and downregulates Zscan4 gene cluster. **(A)** Volcano-plot showed differently expressed genes in PB and PB-TERRA mESCs. **(B)** Heatmap showed differently expressed genes in PB and PB-TERRA mESCs. **(C)** Heatmap showed the transcriptome-resequencing data of the indicated gene expression pattern in PB and PB-TERRA mESCs. Left: pluripotent markers expression in PB and PB-TERRA mESCs. Middle: the expression of gene markers associated with differentiation in PB and PB-TERRA mESCs. Right: gene expression analysis of Zscan4b, Zscan4a, Zscan4f, Zscan4d, and Zscan4c in PB and PB-TERRA mESCs. **(D)** qRT-PCR analysis of Zscan4 expression levels in PB and PB-TERRA mESCs. Data were normalized to PB cells. Data represent means ± SD of three biological replicates. **p < 0.01 vs. PB. **(E)** Zscan4 expression levels in TERRA knockdown cells were analyzed by qRT-PCR. Data represent means ± SD of three biological replicates. *p < 0.05, **p < 0.01 vs. Scramble control.

### Polyadenylated Telomeric Noncoding RNA Collaborates With Zscan4c to Regulate Telomere Length in Mouse Embryonic Stem Cells

To survey the primary target of TERRA in the Zscan4 gene cluster, we detected the mRNA levels of Zscan4c and Zscan4d, which are reported not only to be related to genomic stability but also to be predominantly associated with embryo development and self-renewal in embryonic stem cells (ESCs). We observed that although both Zscan4c and Zscan4d were downregulated by polyadenylated TERRA at the transcriptional level, the Zscan4c transcripts dropped more than 90% whereas 40% Zscan4d molecules still expressed (Figure 6A). To verify that the effect of TERRA on Zscan4c is truly different from that on Zscan4d, we examined their expression levels in TERRA depleted cells. qRT-PCR analysis displayed that TERRA knockdown induced a 2.4- to 3.1-fold increase in Zscan4c levels but did not show any influence on Zscan4d expression (Figure 6B). These data collectively demonstrate that Zscan4c is a potential key target of TERRA.

**FIGURE 6:**
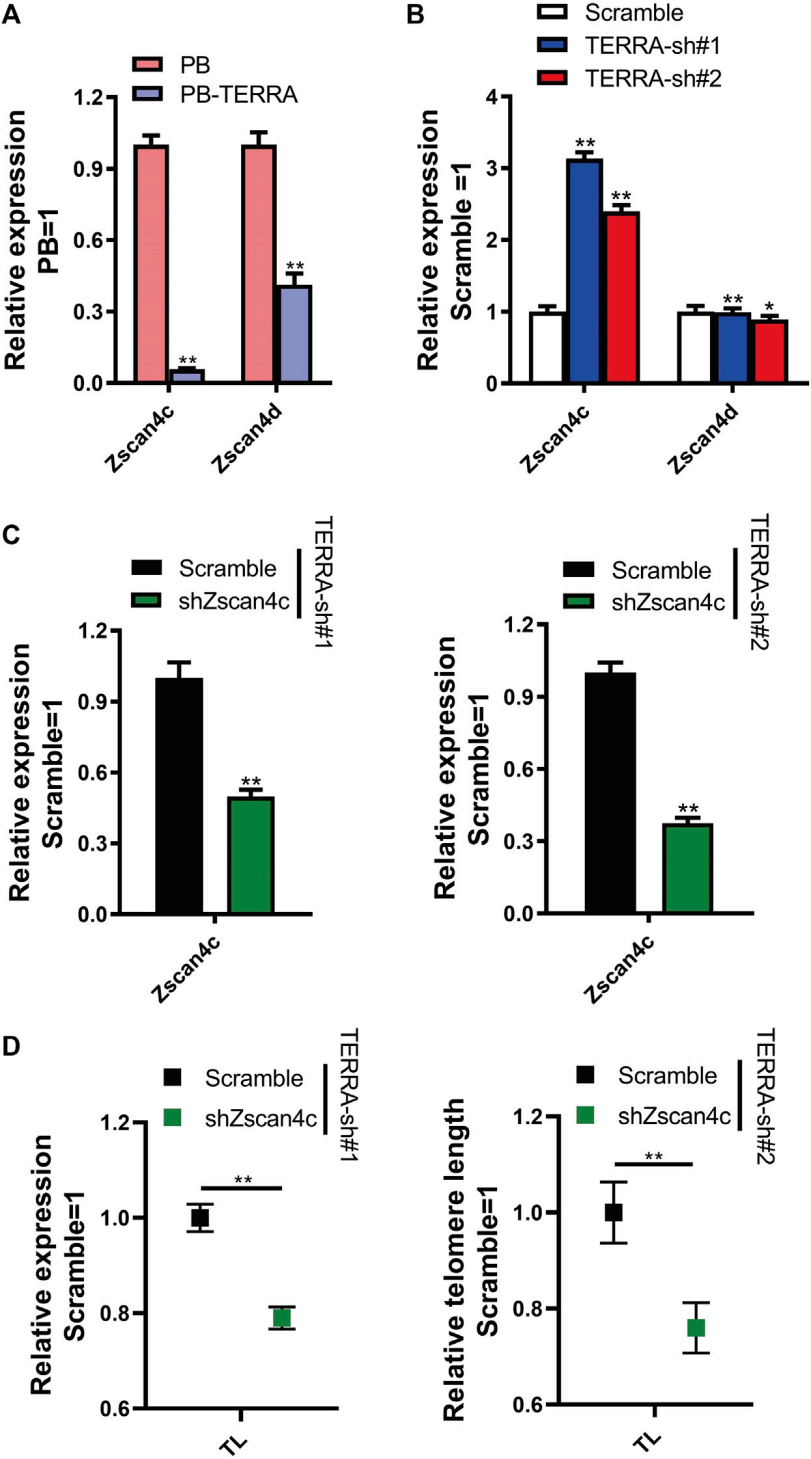
Zscan4c is a primary target of polyadenylated TERRA and impairs telomere length. **(A)** Zscan4c and Zscan4d expression levels in PB and PB-TERRA 46C mESCs were analyzed by qRT-PCR. Data were normalized to PB cells. **p < .01 vs. PB. **(B)** Gene expression analysis of Zscan4c and Zscan4d in TERRA shRNA 46C mESCs. Data were normalized to Scramble control cells. *p ＜ 0.05, **p ＜ 0.01 vs. Scramble control. **(C)** qRT-PCR analysis of Zscan4c expression levels in TERRA shRNA mESCs with Zscan4c knockdown. Transcript levels were normalized against Scramble shRNA control. **p ＜ 0.01 vs. Scramble control. **(D)** qRT-PCR analysis of relative telomere length (TL) in TERRA knockdown mESCs carrying Zscan4c shRNA. **p ＜ 0.01 vs. Scramble control. **(A–D)** Data represent means ± SD of three biological replicates.

As mentioned above, TERRA negatively regulated Zscan4c while having positive effects on telomere length. We then utilized an RNA interference approach to further test whether Zscan4c mediates the effect of TERRA in telomere length. Initially, a shRNA targeting the Zscan4c transcripts (shZscan4c) was placed into the lentiviral vector. Additionally, a construct containing a Scramble shRNA was used as a control. Then Scramble and Zscan4c shRNA lentiviral particles were used to infect TERRA-sh#1 and TERRA-sh#2 mESCs, respectively. Expression of Zscan4c was reduced by 60–70% at the transcriptional level compared to that in the Scramble control cells (Figure 6C). Surprisingly, the relative telomere length in TERRA shRNA mESCs transfected with Zscan4c shRNA became shorter than that in TERRA-knockdown cells (Figure 6D). Overall, these findings indicate that the inhibition of endogenous Zscan4c increases the instability of telomeres and that Zscan4c might mediate the regulation of telomere length by TERRA in mESCs.

## Discussion

TERRA is a special lncRNA that has been recently identified at telomeres. The role of TERRA has yet to be clearly established, especially the distinct functions between polyadenylated TERRA and nonpolyadenylated TERRA. Here, we revealed that only polyadenylated TERRA can reproduce the individual factor to promote mESC self-renewal, indicating that TERRA may have a positive impact on proliferation in mESCs and that polyadenylation is critical for TERRA to gain this ability. In fact, the potency of TERRA that facilitates the proliferative capacity has been found in different kinds of cells, including some tumor tissues, pluripotent stem cells, and progenitor cells. For example, stomach and lung cancer, human and mouse induced pluripotent stem cells, and progenitor cells in the developing mouse brain (Marion et al., 2009; Deng et al., 2012). Therefore, TERRA with poly-A tail can be used as a pluripotency marker.

To investigate more about how polyadenylated TERRA affects pluripotent capacity of mESCs, we detected telomere length and telomerase activity that are closely related to cell fate. Polyadenylated TERRA increased the telomere length, and it is likely that TERRA makes a distinctive contribution to the sustenance of chromosome in mESCs, as the knockdown of TERRA shortens the telomere length. The observation is consistent with the notion that TERRA may play an important role in maintaining genomic stability (Silanes et al., 2010; Porro et al., 2014). In contrast, telomerase activity was suppressed by polyadenylated TERRA. This comes as no surprise, as TERRA contains 5′-UUAGGG-3′ repeats which are complementary to the template sequence of telomerase RNA and thus considered as a natural ligand and direct inhibitor of human telomerase (Redon et al., 2010). However, telomerase can also be involved in telomere lengthening through a catalytic unit termed protein reverse transcriptase (Marion et al., 2009). It is possible that TERRA-mediated telomere extension does not require telomerase, due to mESC employing both telomerase and alternative lengthening of telomeres identically to maintain their telomeres (Niida et al., 2000; Conomos et al., 2013).

Moreover, to gain insight into the molecular mechanism by which polyadenylated TERRA acts to regulate telomere length, we performed RNA-sequencing to screen the targets of TERRA and identified Zscan4. Enforced polyadenylated TERRA markedly reduced Zscan4 expression while decreased TERRA triggered upregulation of Zscan4 levels. Similar to TERRA, Zscan4 can also positively regulate telomere independent of telomerase in mESCs (Zalzman et al., 2010). In addition, telomere shortening activated Zscan4 in mESCs (Nakai-Futatsugi and Niwa, 2016). Therefore, Zscan4 may behave as a significant factor in linking TERRA to regulate the telomere length of mESCs. Notably, as a member of Zscan4, Zscan4c, which correlates with embryonic stem cell self-renewal is likely to be the pivotal target of TERRA, as TERRA induced changes in Zscan4c expression were more dramatic than those in the Zscan4 gene cluster. Additionally, we found that telomere length became much shorter after downregulation of Zscan4c in TERRA knockdown cells in support of this report that overexpression of Zscan4c rescued telomere length (Amano et al., 2013), implying that Zscan4c might be a novel regulatory factor for telomere length. Interestingly, pioneering studies identified that hyperactive Zscan4 triggers a higher incidence of cell death (Nakai-Futatsugi and Niwa, 2016), which suggests that the expression levels of Zscan4 must be tightly regulated. Therefore, we speculate that Zscan4c may act as a bridge for TERRA to negatively regulate Zscan4, while TERRA might cooperate with Zscan4c in telomere length dynamic balance controlling in mESCs. However, how Zscan4c and TERRA coregulate telomere is still elusive. It will be of great interest to investigate whether Zscan4c is a direct target of TERRA and how Zscan4c and TERRA input are integrated in the telomere length controlling network in the future.

In summary, our study uncovers a novel role of polyadenylated TERRA in maintaining the telomere length of mESCs. TERRA may exert this function by modulating the expression of Zcan4c, a factor for genomic stability and telomere elongation. If TERRA or Zscan4c expression can be induced and controlled, it may provide means to increase genomic stability in various cell types to anti-aging and anti-cancer. Therefore, polyadenylated TERRA and Zscan4c may provide novel and sensitive biomarkers for telomere dysfunction. An understanding of the functions of TERRA in telomere stability in mESCs will expand our understanding of the molecular mechanisms underlying the regulatory network of cellular senescence and facilitate drug development for therapy in clinical applications in the future.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE103933.

How the deposited data were processed for this re-analysis (not part of the article)

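RNA of PB and PB-TERRA 46C mESCs was sequenced by the authors, 1 library per condition, and the comparison is between these 2 libraries. The other experiments of the paper (qRT-PCR, telomere length, telomerase activity, staining and knockdown) have no values in the deposited table and are not analysed here. No sample was left out.

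The authors deposited 1 table of 18888 genes. Its expression values were read as FPKM, scaled by the authors to gene length and to the mapped reads, rounded to 2 decimals and set to at least 0.01. The header names no unit. The reading as FPKM rests on the values. The recovered reads differed by a median of 0.0397% from reads proportional to FPKM times gene length, once 115 bases were taken off the length. That closeness is not an independent check, because a pair of reads also had to match the FPKM to be accepted. These 115 bases come from a fit to the recovered reads, and why the values need them is not known. The columns sum to 497560 in PB and 484632 in PB-TERRA. The authors' log2 fold change equals the log2 ratio of the deposited FPKM values. The deposited p-values come from the authors' PossionDis test on the reads of both libraries. The authors' adjusted p-value, a score here because it was not limited to 1, equals the p-value times the number of genes over its rank. In the authors' deposited table it exceeds 1 for 1082 genes, and the p-value is 0 for 9 genes. The 61 genes called in the authors' deposited table are those with an adjusted p-value of at most 0.001 and a log2 fold change of at least 1 in either direction. The aligner, the genome build and the annotation are not named in the paper's text. Gene identifiers are NCBI Gene numbers, and 745 genes (3.94%) are models predicted by the authors.

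The design chosen before the data were examined tested read counts, with a branch without a test for FPKM values. The table holds FPKM values, so that branch is the main result. It uses the log2 ratio of FPKM + 0.1, a filter of 1 FPKM in at least 1 library, and a threshold of 1 on the absolute log2 ratio. Gene lists are described by the number of genes higher and lower, and by the percentile of their median log2 ratio among 10000 random lists of the same size, matched on mean expression in 20 bins. Genes are not replicates, so no p-value across genes is given. The genes named are those of Figure 5C, Rpl19 and Rplp0, and the 5 largest and 5 smallest log2 ratios among genes past the threshold with at least 50 reads in 1 library. BGI_novel_G000542, Aldoc, Ndufa4l2 and genes named within a list were named after their values were seen.

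Reads were recovered after the table was seen. For pairs of reads up to 3000, the PossionDis p-value was computed and compared with the deposited one, with a relative tolerance of 6e-06. Of 18888 genes, 1694 matched no pair, 613 matched several and 2016 were not searched because of more reads or a p-value of 0. Of the 8776 genes under 3 FPKM in both libraries, 97.5% had exactly 1 pair. Tests on reads are 2-sided exact binomial tests, with Benjamini-Hochberg adjustment, or exact beta-binomial tests with an assumed coefficient of variation. They compare the libraries, not the conditions, and a count of 0 allows up to 3 reads.

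The computations were tested on simulated data. Of 1500 simulated genes, 92.3% gave exactly 1 pair, and all of these pairs were the simulated reads (100%). All 10 simulated lists with a shift of 0.3 lay above the 97.5th percentile, and 6 of 200 lists without a shift lay outside the range from the 2.5th to the 97.5th percentile. The simulated genes were independent and had no length or GC trend, so these rates need not hold for co-regulated genes. A shift as small as the medians of the marker lists was not simulated. With 12263 simulated genes and a coefficient of variation of 0.2, 49.5% of 200 genes given a large change and 0 unchanged genes were called. These calls used an adjusted p of at most 0.001 and no fold threshold.

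Before the data were examined, 8 gene lists were written beside those of Figure 5C and the qRT-PCR controls. They hold 2-cell-like genes other than Zscan4, Wnt targets, ERK targets, telomerase and telomere genes, Y-linked genes, imprinted genes, fibroblast genes and primitive endoderm genes. A list of low-oxygen genes and a second endoderm list were written afterwards, the latter before its values were seen. Alternatives set before the data were examined were the scaling, the pseudocount, the filter, the random lists, and other genes for the symbols Rexo1, Tcf3 and Tcf4. Recovered reads and corrections for gene length (50 bins) and for GC content with length (10 by 10 bins) were added after seeing the data. GC content came from GENCODE M21 on GRCm38, which need not be the authors' annotation, and was found for 95.1% of 8496 genes.

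Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.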

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

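The test on 2-cell-like genes, the scaling test on Zscan4 and the first primitive endoderm test were chosen before the data were examined. The test on the summed Zscan4 reads was set then too, but the recovered reads it uses were chosen after the result was seen, as were all other tests in this part. Each pattern rests on 1 library per condition, so a chance difference between cultures stays open for all of them.

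Genes of the 2-cell-like state, a rare state of mESCs in which Zscan4 genes are expressed, drew attention because the paper does not report on them. Of 35 listed genes other than Zscan4, 26 are in the table, 19 lower, 6 higher and 1 equal in PB-TERRA. Their summed reads were 199 in PB and 91 in PB-TERRA, a log2 ratio of -1.14 (95% interval -1.51 to -0.77). The most abundant, Gm2016, had 40 and 14 reads, and without it the log2 ratio was -1.06 (95% interval -1.47 to -0.65). With the expression filter, which only Gm2016 passes, the list lay at percentile 3.53 of matched random lists and did not reach the criterion, a median under the middle 95%. Without the filter, an alternative set before the data were examined, the median lay at percentile 0. Several of these genes belong to families of similar copies, so single values are uncertain. The fall of the Zscan4 genes may therefore be part of a smaller share of 2-cell-like cells in the PB-TERRA culture. The summed reads argue against 1 technical cause of the Zscan4 difference. Reads moved among the Zscan4 copies of the table would leave their sum unchanged, yet the upper end of its interval was -0.88. Copies outside the table could not be tested in this way. Among genes with at least 5 FPKM in both libraries, the median log2 ratio ran only from -0.06 to 0.05 across length deciles. Taking off such a shift could not remove a difference of this size. With the shift of genes of the same length taken off, the log2 ratio was -1.22, and with that of genes of the same GC content and length it was -1.25. These shifts come from genes past the filter, which only Zscan4f among the Zscan4 genes passed. Scaling was not put to a test, because centring and median-of-ratios factors shifted all genes by less than 0.01 on the log2 scale and left the summed FPKM at a log2 ratio of at most -1.24. An effect of TERRA on Zscan4 alone, and an effect on the share of 2-cell-like cells, were not compared with each other.

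Genes of the primitive endoderm, a lineage that mESC cultures can form, were higher in PB-TERRA in 13 of 13 genes past the filter, with a median log2 ratio of 0.33. Without the filter it was 15 of 15, and for 10 of these the interval lay above 0. The list had been written to test whether fewer primitive endoderm cells lowered the differentiation markers. It came out at percentile 100, opposite to that explanation. The most abundant gene, Sparc, had 83.46 and 86.45 FPKM, while Gata6 had 1.22 and 2.26 FPKM and Pdgfra 0.51 and 1.00 FPKM. Gene length does not account for the pattern, since the list lay at percentile 99.99 with the length trend removed, nor do GC content and length together (median 0.30). A smaller share of undifferentiated cells would raise all other lineages alike. The fibroblast and second endoderm lists, which do not come from Figure 5C, did not rise with it. Of their 37 genes past the filter, 11 were lower and 10 higher beyond their interval. The primitive endoderm median exceeded theirs by 0.32 (95% interval 0.12 to 0.43 from 10000 bootstrap draws of genes, not of cultures). Among genes of at most 5 FPKM in PB the interval, -0.03 to 0.90, included 0. Most of the 37 genes, 27, are from the second endoderm list, which is read below as deciding nothing about endoderm cells. A smaller share of undifferentiated cells therefore stays open. More endoderm cells in the PB-TERRA culture would raise other endoderm genes as well. A second list of 35 such genes, of which 27 passed the filter, had a median log2 ratio of 0.0046 at percentile 60.1, which did not meet the criterion set for that explanation. With the length trend removed its median was 0.05 (percentile 92.02), and with GC and length removed 0.05 (percentile 91.2), both within the middle 95% of random lists. Its genes went both ways, 14 higher and 13 lower, and 1 of them, P4ha2, is also in the low-oxygen list. More endoderm cells and a change within existing cells cannot be told apart, because that median is near 0 over genes that move both ways.

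Low-oxygen genes are mostly targets of the hypoxia response, glycolysis genes among them. The list was written because Aldoc (7.23 and 3.56 FPKM) and Ndufa4l2 (10.88 and 4.33 FPKM) were lower in PB-TERRA, and it leaves both out. Of its 28 genes, 27 passed the filter, 24 of them lower and 3 higher, with a median log2 ratio of -0.29 at percentile 0. For 20 genes the interval lay below 0. The genes took 0.763% of the reads in PB and 0.619% in PB-TERRA. The most abundant, Ldha, had 40878 and 30986 reads. Removing the length trend left the median at -0.30, and removing the GC and length trends left it at -0.30, which argues against both as the whole cause. A weaker low-oxygen response in the PB-TERRA culture is a candidate explanation. Cell density and medium age at harvest were not tested, and a biological effect of TERRA is not separated from them.

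The predicted alpha-tubulin gene BGI_novel_G000417 stood out with 179.11 FPKM in PB and 0.77 in PB-TERRA. BGI_novel_G000418, with 913 bases against 911, changed in the opposite direction. Their summed reads were 4138 and 3462, a log2 ratio of -0.27 (95% interval -0.33 to -0.20). Over all 21 genes annotated as alpha-tubulin it was -0.22 (95% interval -0.24 to -0.21). Reads assigned to 1 copy in PB and to the other in PB-TERRA could account for both changes. The pair was tested after a wider test had been run and read. Of 40 genes with a log2 ratio of at least 1 in either direction and at least 50 reads, 30 had 1 to 50 partners with the same KEGG ortholog. A partner that moved the other way was found for 20, against a mean of 18.03 over 1000 draws of random partners (percentile 81.3). That lay within the range of random partners, so the criterion for shared reads was not met. Shared reads and true changes cannot be told apart for these genes as a set, because random partners met the criterion nearly as often. This reading of the test was also made after its value was seen.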

How the results depend on the processing

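Corrections for gene length and GC content, recovered reads and length-matched random lists were chosen after seeing the data, and all other alternatives before. The number of genes with a log2 ratio of at least 1 in either direction, 112, depended most on the handling of low values. It was 512 with no filter (263 higher, 249 lower), 17 with a mean of at least 5 FPKM (7 higher, 10 lower) and 45 with a pseudocount of 1 (24 higher, 21 lower). All 45 and all 17 are among the 112. Centring on the median and median-of-ratios size factors each gave 111 genes, and the authors' log2 fold changes gave 128. With the length trend removed there were 109, with GC and length removed 106, and with recovered reads and 0.5 reads added 121.

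With recovered reads, the exact binomial test called 62 genes at an adjusted p of at most 0.001 and a log2 ratio of at least 1 in either direction, and 60 of them are called in the authors' deposited table. It called 159 genes at an adjusted p of at most 0.05 with that ratio, 178 at 0.001 with the smaller 1.5-fold threshold, and 1505 at 0.001 with no fold threshold. Exact beta-binomial tests with an assumed coefficient of variation of 0.1, 0.2 and 0.4 called 26, 11 and 2 genes at 0.001 with a ratio of at least 1. The fall from 62 follows from the assumed spread, which these libraries cannot estimate.

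The marker lists of Figure 5C kept their direction and stayed outside the middle 95% of random lists under the alternatives set before. Over 8 settings the median log2 ratio of the self-renewal markers lay between 0.11 and 0.12 and that of the differentiation markers between -0.13 and -0.11. Of the single markers, 0 changed sign under the other scalings or the pseudocount of 1, 3 with the length trend removed and 6 with GC and length removed. Of 79 named genes other than Zscan4, 6 left their interval with a pseudocount of 1, 5 with the length trend removed and 10 with GC and length removed. These counts leave out genes that moved by less than a small fixed margin, so they are lower limits. Pou5f1 is such a gene, at 0.09 with the length trend removed against an interval of 0.03 to 0.08.

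The other scalings say little about stability, since the median-of-ratios factor was -0.0046 on the log2 scale. The 5 Zscan4 genes had log2 ratios below 0 under every alternative run. With a pseudocount of 1 the value of Zscan4b moved to -0.51, as its FPKM lies under that pseudocount, and the sum was -0.90. The difference between Zscan4c and Zscan4d was -0.03. It was 0.08 with the authors' log2 fold changes and 0.16 with recovered reads, so its sign is not fixed at this depth.

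Other lists depended more on the setting. The 2-cell-like list has 1 gene past the filter. Its median was -0.55 with no filter, and -1.32 for that gene lay at percentile 2 of random lists matched on length too. With a mean of at least 5 FPKM, the Wnt list reversed to -0.045, the second endoderm list to -0.00047, and the imprinted list rose to 0.11, outside the random range. With a pseudocount of 1, the ERK list at 0.067 fell inside that range. With GC and length removed, the Y-linked list reversed to -0.0040 and the imprinted list, at 0.077, came to lie outside the range. The cause was not tested for these lists, apart from the fewer genes that a stricter filter leaves.

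The edgeR alternatives with a fixed dispersion and TMM factors were not run, since the table holds no counts. No paired analysis was possible because each condition has 1 library, and with 1 library there is no replicate to leave out.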

Differences from the paper's values

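The paper's value for the drop of Zscan4c transcripts in PB-TERRA mESCs, by qRT-PCR, is more than 90%. In the sequencing libraries the drop was 44.0% with 0.1 FPKM added. With the alternatives set before the data were examined it was 43.8% centred on the median, 43.8% with median-of-ratios size factors, 49.4% with the authors' log2 fold changes and 22.1% with a pseudocount of 1. None of these closed the gap.

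The paper's value for all Zscan4 copies, by qRT-PCR, is about 0.25 of PB in Fig. 5D, read by eye. With 0.1 FPKM added to each sum, the summed FPKM of the 5 Zscan4 genes in the table was 0.422 of PB. It was 0.424 centred on the median and 0.424 with median-of-ratios size factors. It was 0.406 with no pseudocount, as in the authors' log2 fold changes, and 0.536 with a pseudocount of 1. None of the alternatives set before the data were examined closed the gap. The general Zscan4 primers match 9 Zscan4 genes, of which the table holds 5, so the quantities do not cover the same genes.

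The colour scale of Figure 5C is labelled as log2, but its lowest labels are on the scale of log10 FPKM. They are about 0.26, about -1.1 and about -1 in Fig. 5C, read by eye. The lowest log10 FPKM of the 3 panels are 0.26, -1.097 and -1, and the lowest log2 FPKM are 0.85, -3.64 and -3.32.

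The paper states that all 5 Zscan4 genes of Figure 5C decreased significantly. All 5 were lower here. The paper's statistics section takes p under 0.05 as significant, beside Student's t-test, and does not name adjustment. Before adjustment, 5 of the 5 genes have a p-value under 0.05 in the authors' deposited table. After adjustment, 2 are at most 0.05 in the authors' deposited table and 0 are at most 0.001, the level of the genes called there. With the fold threshold and filter set before the data were examined, 1 of 5 is called, Zscan4f. With no filter, Zscan4b is called as well. With recovered reads and the exact binomial test, chosen after seeing the values, 4 of the 5, all but Zscan4d, have an unadjusted p under 0.05. With that test 2 reach an adjusted p of at most 0.05 over all genes, Zscan4b and Zscan4f, and 3 do over the list alone, with Zscan4c.

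The paper ranks Zscan4c as falling more than Zscan4d by qRT-PCR. It also reports that TERRA knockdown raised Zscan4c and left Zscan4d unchanged, which these libraries cannot address. With few reads, and sequence shared with other copies, the libraries cannot settle the ranking either. In the libraries the log2 ratios were -0.84 for Zscan4c and -0.80 for Zscan4d, and the recovered reads of both gave a Fisher exact p of 1 (log2 odds ratio 0.19, 95% interval -1.29 to 1.73).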

Other observations

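The tests of Wnt targets and of telomerase genes were chosen before the data were examined, and the tests on gene length and GC content only after the result was seen. Percentiles are among 10000 random lists matched on expression and describe 1 library per condition. Of the 8 lists written before, the primitive endoderm and 2-cell-like lists are described with the results for a closer look.

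The medium 2i holds CHIR99021, which activates Wnt signalling, and a hypothesis was that polyadenylated TERRA raises Wnt targets in the same way. Of 17 listed targets 12 passed the filter, 7 higher and 5 lower, with a median log2 ratio of 0.06 at percentile 85.4. The criterion, a median above the middle 95% of random lists, was not met. An effect on Wnt targets and its absence cannot be told apart from this list, whose genes move both ways. It shares 2 genes with the self-renewal markers and 3 with the differentiation markers.

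A hypothesis for lower telomerase activity in PB-TERRA mESCs was fewer transcripts of telomerase genes. Of 22 listed telomerase and telomere genes 20 passed the filter, 6 higher and 14 lower, with a median log2 ratio of -0.05 at percentile 7.16. The criterion, a median under the middle 95% of random lists, was not met. Tert had 399 reads in PB and 379 in PB-TERRA, a log2 ratio of -0.08 (95% interval -0.29 to 0.12), a difference that was not detectable at this depth. Terc, which did not pass the filter, had 6 and 1 reads (log2 ratio of the reads -2.59, 95% interval -8.12 to 0.45). That interval also includes 0. Lower telomerase transcripts and unchanged ones cannot be told apart here, because the median is small and the genes move both ways. The list also mixes telomerase genes with other telomere genes, and the telomerase genes were not tested alone. Among them, Tert, Terc, Dkc1, Wrap53, Nhp2 and Gar1 were lower and Nop10 was higher. The interval lay below 0 only for Nhp2 (-0.27 to -0.15) and above 0 only for Nop10 (0.001 to 0.16).

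The other lists carried no hypothesis test of their own, although the fibroblast list was part of the comparison with the primitive endoderm genes. ERK targets were higher in 13 of 16 genes, with a median of 0.08 at percentile 98.4, and share 2 genes with the differentiation markers and 1 with the self-renewal markers. Imprinted genes, 13 higher and 10 lower, lay at percentile 94.0. Y-linked genes past the filter, 3 of 4, lay at percentile 87.5. Fibroblast genes, of which 10 of 16 passed the filter, lay at percentile 71.3 with 5 higher and 5 lower. The qRT-PCR controls Rpl19 and Rplp0 had log2 ratios of -0.06 and -0.20. Of the Figure 5C genes, 14 self-renewal and 9 differentiation markers have an adjusted p-value of at most 0.001 in the authors' deposited table, whatever the fold change.

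The log2 ratio rose with gene length and fell with GC content (Spearman's rho -0.30 across genes, which are not independent replicates). GC content alone does not account for the length trend, because within quintiles of GC content rho with length was at least 0.20. The trend is not the whole cause of the shifts of the marker lists either. With it removed, the differentiation markers lay at percentile 0 and the self-renewal markers at percentile 100. With GC and length trends removed, the medians were -0.12 and 0.14. No biological explanation of the length trend was tested, and its technical source stays open.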
